A study of Mus musculus with 2 samples. Its data were reported in "Metastasis-Associated Wound Repair Promotes Reciprocal Lung Epithelium Activation and Breast Cancer Metastatic Outgrowth" (2026).

How the data were processed

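Droplet-based single-cell RNA sequencing (10x Genomics) was performed on dissociated whole lungs of female FVB/NJ mice after tail vein injection of Met-1 cells, a mouse mammary carcinoma line. The low-burden library came from 1 mouse at week 1 after injection and the high-burden library from 1 mouse at week 3. The labels give both libraries the same batch. Groups were taken from the sample titles.

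The authors processed the reads of each library with Cell Ranger 2.0.2 on the mm10 mouse genome, to which the sequence of the PYMT transgene had been added. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell, with no normalization. The deposited values were whole numbers in both libraries. The study's methods name an aggregation of the libraries after this step, and whether the deposited counts precede it is not stated. No cell annotation was used here, and cell classes were rebuilt from the counts, and any difference from the study may come from the rebuilt names. Each library lists 27999 genes, of which 27645 were matched by identifier to GENCODE M21 (GRCm38, the assembly of mm10) for coordinates and gene types. The annotation release used by the authors is not stated, and 65 symbols occur more than once.

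Cells were kept with 1000 to 7000 detected genes and a mitochondrial share of at most 10%, the limits of the study. Counts were scaled to 10000 per cell and log-transformed (log1p). The 2000 genes with the highest variance for their mean level were standardised and reduced to 10 principal components, the number used in the study. Clusters were found with the Leiden algorithm at resolution 1 on a shared-neighbour graph of 15 neighbours, in place of the density-peak method of the study. Sftpa1, Sftpb, Sftpc, Sftpd and PYMT were left out of the clustering so that their levels could be compared between libraries. No integration between libraries was applied, so a cluster made up mostly of 1 library may reflect that library and not a cell type. Doublets were kept, because the study states no doublet removal. Scrublet marked 37 low-burden cells (1.50%) and 8 high-burden cells (0.264%), a low yield for libraries of this size, and its removal was run as an alternative.

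Clusters were named from marker lists of 16 classes that were fixed before the data were examined, as were the gene lists, the comparisons, the rule for naming genes and all but a few of the alternative settings. Of 203 listed markers, 8 are absent from the gene lists of the libraries. A marker counted for a cluster when it was detected in at least 25% of its cells at 2 or more times the median level over clusters, after 10 CPM (counts scaled to a total of 1000000 UMIs) were added to both. A name needed at least 3 such markers and no other class with more markers among the cluster's 10 leading genes. Clusters were called mixed when they held 70% or more, and at least 3, of the markers of a class in another compartment. Only markers that had counted for some cluster closest to that class entered this share. These scoring rules were set after the clusters had been seen, and a further rule that asked for an own marker among the leading genes was tried and dropped. Lung epithelium was exempted from the comparison with the metastatic list, because both carry keratin and claudin genes. Epithelial cells were clustered again, and a class required the same name at both levels. Of 30 clusters, 23 received a name, 5 were mixed and 2 stayed unnamed. Of the 6 epithelial clusters, 5 received a name. Mixed clusters held 5.62% of low-burden cells and 11.6% of the high-burden cells not named metastatic-like, and unnamed clusters held 1.33% and 4.53%. Class names carry the ending "-like" for this reason.

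Counts were summed over the cells of a class in each library and scaled to CPM, and the log2 ratio of high over low burden was taken. With 1 library per group there is no test between groups, no replicate check of any difference and no p-value. Counts carry exact Poisson intervals, ratios exact conditional binomial intervals and shares exact binomial (Clopper-Pearson) intervals, all at 95%. These intervals cover counting error only. Where a count was 0, a limit of 3 counts per summed library was used, and a ratio against it is a lower bound. Named genes had at least 50 UMIs over both libraries in the class (1000 for the sum of all cells) and were detected in at least 10% of the cells of either library. Of these, the 10 highest and 10 lowest ratios are named for AT2-like cells and for all cells, and the 3 highest and 3 lowest for each other class with at least 20 cells per library. Genes that define a class are named by this rule without being read as differences. Beside each gene of the AT2-like cells, the ratio in 5 unrelated classes was computed, since RNA free in the droplets raises a gene alike in every class. Each of 6 gene lists was summarised by the median ratio of its genes past the filter, with the percentile of that median among 10000 random lists matched on mean level in bins of 100 genes. An interval for the median came from 500 Poisson redraws of the counts. In the comparison of ratios between classes, intervals came from 500 redraws of the cells within each class and library.

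To compare genes per cell and shares of cells with a UMI, each cell was thinned at random to 3000 UMIs, and shallower cells were left out. The size of the shift in each epithelial class was the median absolute log2 ratio at equal numbers of cells and UMIs over 100 draws, beside the same measure between random sets of low-burden cells. A contamination share per library was estimated as the level of markers of other classes in lymphocyte-like cells relative to all cells. It was 11.0% in the low-burden library and 30.2% in the high-burden library, which is too high for AT2-like cells. At high burden, 13 of the 123 markers were higher in lymphocyte-like cells than over all cells, Plac8 among them at 987 against 59.8 CPM. Of the 158 genes above 1000 CPM over all cells, 9 lay below the expected level in AT2-like cells beyond the counting interval, Spp1 among them at 823 against 1635 CPM. At low burden, 4 of 148 did. If free RNA has the profile of all cells, the highest shares that these abundant genes allow are 5.45% and 13.6%. These lower shares were computed after the data had been seen.

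Several steps departed from the plan. Acta2, Col1a1 and Col3a1 helped to name the stromal class and are therefore given over all cells not named metastatic-like. No cluster was named neutrophil-like, so S100a9 is given over all cells. The marker gate for AT2-like cells was applied after thinning to 2000 UMIs. No gene of the proliferation list passed the filter. The alternatives varied the cell filter, the clustering resolution, the number of components, doublets, the genes used for clustering, the scaling, the weight of the cells, the filter on low counts, the definition of AT2-like and metastatic-like cells and the treatment of free RNA.

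The measures were tested on simulated data for the comparison of AT2-like cells. Counts of all genes were drawn from the pooled means and both library totals, with 200 of the genes past the filter changed by known factors. In the simulated counts 1895 genes passed the filter, among them 173 of the 200 changed ones. The intervals held the true ratio for 96.0% of these 1895 genes and 95.4% of these 173. The counts were drawn from Poisson laws, for which these intervals are made, so this coverage checks their computation only. Spread between cells and free RNA were not simulated. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 (Scrublet) and matplotlib 3.10.9.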

Results

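Single-cell transcriptomes were collected from lungs with a low (week 1) and a high (week 3) metastatic burden, with 1 mouse and 1 library per group. The low-burden library held 2668 cells with 14041471 UMIs in total and a median of 3971 UMIs per cell. The high-burden library held 3121 cells with 52723173 UMIs and a median of 13795, so that its total was 3.75-fold and its median 3.47-fold that of the low-burden library. The filter removed 195 low-burden cells, of which 159 had under 1000 genes, and 88 high-burden cells, of which 75 had a mitochondrial share above 10%. It left 2473 low-burden and 3033 high-burden cells, 5506 in all, with a mean of 11760.1 UMIs and a median of 2486 genes per cell.

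Depth set the number of genes seen per cell. Before thinning, the median was 1680 genes per low-burden cell and 3487 genes per high-burden cell. At 3000 UMIs per cell, these medians were 1381 and 1302, with 607 low-burden cells and 0 high-burden cells left out as too shallow. At 2000 UMIs per cell they were 1039 and 979. The median mitochondrial share of kept cells was 3.15% in the low-burden and 3.13% in the high-burden library. Differences between the libraries describe this pair of mice only, since week, burden, depth and mouse differ together.

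To ask which cells make up the lung at each burden, cells of both libraries were clustered together and named from fixed markers. Among cells not named metastatic-like, monocyte or macrophage-like cells made up 7.04% (95% confidence interval 6.06 to 8.12) at low burden and 54.4% (51.9 to 56.8) at high burden. Alveolar macrophage-like cells went the other way, with 472 cells (19.1%) at low burden and 3 cells (0.184%, 0.0379 to 0.536) at high burden. Stromal-like cells made up 23.6% at low and 4.47% at high burden, endothelial-like cells 19.7% and 4.96%, and lymphocyte-like cells 9.75% and 5.15%. Epithelial cells made up 9.46% and 6.92%, and dendritic-like cells 4.37% and 7.78%. Lowering the resolution to 0.5 moved the most of these shares, the dendritic-like share of the high-burden library to 11.0%. Several classes were made of clusters of nearly 1 library, which may be that library and not a type. The largest monocyte or macrophage-like cluster held 0 low-burden and 541 high-burden cells. The larger dendritic-like cluster held 4 low-burden and 123 high-burden cells, while the other held 104 and 4. The mixed clusters closest to endothelial-like cells held 88 low-burden and 88 high-burden cells, 0 and 58, and 29 and 2. The named endothelial-like class held 488 and 81, so the size of its fall depends on the rule for mixed clusters. The first of these mixed clusters also carried stromal markers, so the stromal-like share may depend on that rule too. Shares also carry the yield of each dissociation, which was not measured.

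**Figure D1:**
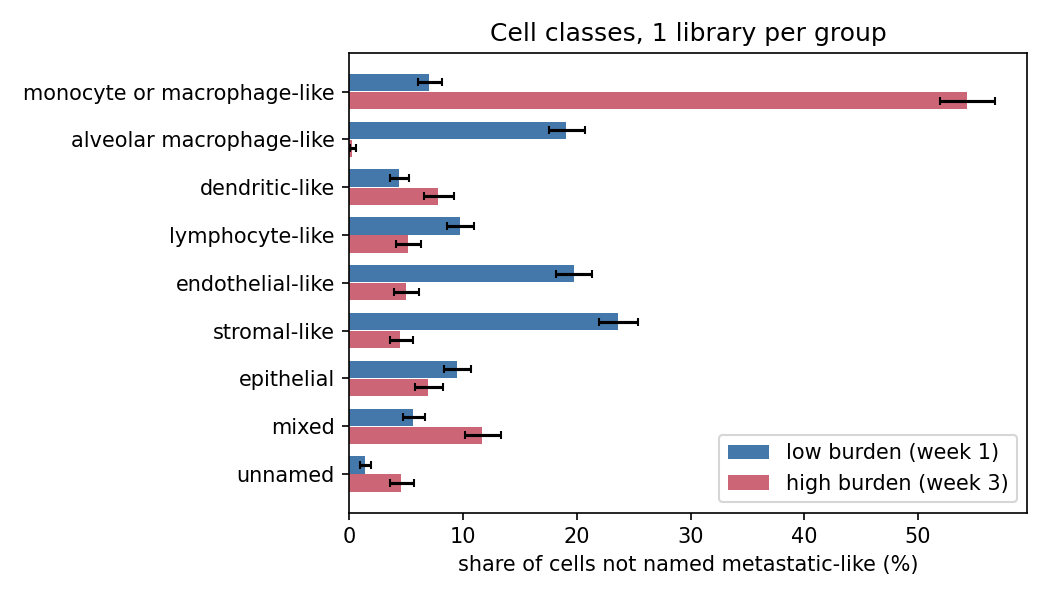
Share of cells not named metastatic-like in each class (%), for the low-burden (blue) and high-burden (red) library, with exact 95% binomial intervals for counting error. Monocyte or macrophage-like cells rose from 7.04% to 54.4% of these cells, and alveolar macrophage-like cells fell from 19.1% to 0.184%.

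Metastatic-like cells were counted first by cluster. They numbered 1401 of 3033 high-burden cells (46.2%, 44.4 to 48.0) and 0 of 2473 low-burden cells, which allows a share of up to 0.121%. Their 2 clusters were led by genes such as Birc5, Sox9, Hmga2, Twist1, Lcn2, Spp1 and Cdkn2a, and were named from 4 and 5 of 12 markers. Ccnd1 (764 CPM against 246 in other high-burden cells), Cdkn2a (677 against 108) and Cp (321 against 85.9) were higher in these cells. Other markers of the list were lower, including Epcam (1.97 against 26.3 CPM), Krt8 (2.28 against 37.8) and Cldn3 (5.61 against 40.9), while Vim stood at 3291 against 1505 CPM. The name thus rests on a minority of its markers. Xist, the transcript of the inactive X chromosome, stood at 29.3 CPM in metastatic-like cells, 759 CPM in other high-burden cells and 715 CPM in low-burden cells.

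Metastatic cells were then counted as in the study, as cells with UMIs of both PYMT and Ccnd1. This definition held for 55.8% of high-burden cells (54.0 to 57.5) and 0 low-burden cells. It also held for 17.9% of high-burden lymphocyte-like cells, a class that should lack PYMT, at a median depth of 6517.5 UMIs against 21721 in metastatic-like cells, where the share was 74.4%. After thinning to 3000 UMIs the share was 11.6% over all high-burden cells, 15.6% in metastatic-like and 3.57% (3 of 84) in lymphocyte-like cells. No high-burden cell was left out at this depth. PYMT itself was at a like level in every class of the high-burden library that was measured. It stood at 65.0 CPM in metastatic-like cells (62.3 to 67.8) and 63.5 CPM in all other cells (59.9 to 67.2), with 86.1 CPM in AT2-like and 68.0 CPM in lymphocyte-like cells. A PYMT UMI was seen in 75.1% of metastatic-like and 35.7% of lymphocyte-like cells, and in 19.1% and 17.9% after thinning. The low-burden library had 0 PYMT UMIs.

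**Figure D2:**
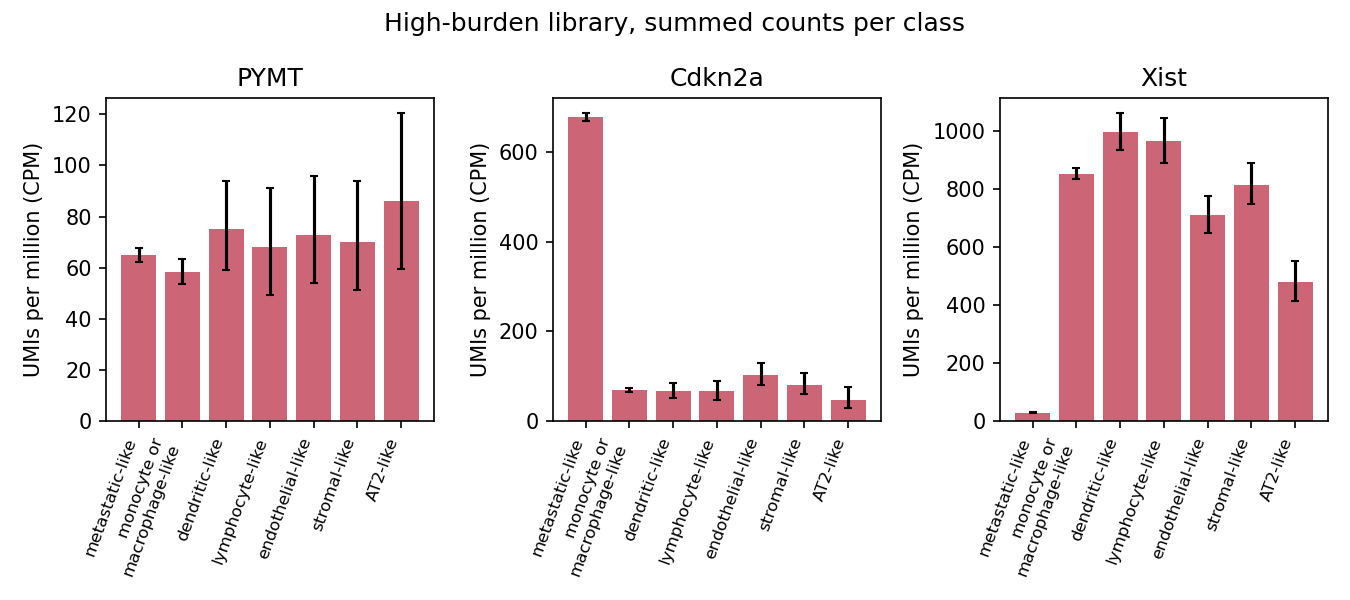
Level of PYMT, Cdkn2a and Xist (CPM) in the summed counts of 7 classes of the high-burden library, with exact 95% Poisson intervals. PYMT stood at 65.0 CPM in metastatic-like and 68.0 CPM in lymphocyte-like cells, while Cdkn2a stood at 677 and 66.4 CPM.

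Epithelial cells were clustered again to separate their types. Of 234 low-burden epithelial cells, 110 (47.0%, 40.5 to 53.6) were like alveolar type 2 (AT2) cells, 39 (16.7%) AT1-like, 17 (7.26%) club-like and 56 (23.9%) ciliated-like. Of 113 high-burden epithelial cells, 51 (45.1%, 35.8 to 54.8) were AT2-like, 10 (8.85%) AT1-like, 22 (19.5%) club-like and 11 (9.73%) ciliated-like. A further 12 low-burden (5.13%) and 19 high-burden cells (16.8%) were left without a type because the names at both levels differed or none was given. At a resolution of 0.5 the AT2-like shares were 73.3% and 83.6%, with the same numbers of AT2-like cells, 110 and 51, in a smaller epithelial class. In the clustering of all cells, AT2-like cells formed 1 cluster of both libraries. Within the epithelium they split by library, 1 cluster holding 110 low-burden and 1 high-burden cells and the other 2 and 58.

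The study combined all cell types per condition to examine changes across the organ. In the sum of all kept cells, the genes with the highest ratios were Fosl1, Etv4, Shox2, Tfap2a, PYMT, 3300005D01Rik, Gm12603, Hmga2, Col11a1 and Twist1. Fosl1 rose from 2 to 4014 UMIs (log2 ratio 9.02, 7.16 to 12.1) and Twist1 from 16 to 6430 UMIs (6.70). PYMT, Gm12603 and Col11a1 had no UMI at low burden and were at least 285-fold, 160.4-fold and 147-fold higher at high burden. Leaving out metastatic-like cells lowered these ratios or lower bounds, except that of PYMT, whose lower bound was 8.16 with and 8.14 without them on the log2 scale. Without those cells, the ratio of Fosl1 was 7.06, that of Hmga2 4.98 and that of Twist1 4.47. The lowest ratios belonged to Ear6, Ear1, Ear10, Ear2, Ang4, Fabp1, Chil3, Krt79, Ccl21a and Abcg1, between −7.30 and −4.98. Chil3, Krt79, Fabp1, Abcg1 and several Ear genes are markers of the alveolar macrophage-like class, and the Ear and Ang genes share sequence with near-identical copies, so their single values are uncertain. Ccl21a, a marker of lymphatic endothelium, fell from 17136 to 1925 UMIs (−5.11). Each of these lowest ratios was less negative without metastatic-like cells, between −6.43 for Ear6 and −3.83 for Abcg1, with −3.99 for Ccl21a. Over 6693 genes past the filter the median absolute log2 ratio was 0.57. Without metastatic-like cells it was 0.43, over the 4159 genes that then passed.

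The main comparison asked how AT2 cells differ between low and high burden. The 110 low-burden AT2-like cells summed to 619703 UMIs and the 51 high-burden cells to 394666 UMIs, with 1929 genes past the filter. The median absolute log2 ratio of these genes was 0.34, and 0.65 without the filter on low counts. A median-of-ratios scaling would lower every ratio by 0.089. Ly6i (ENSMUSG00000022586, chromosome 15, 74979534 to 74983430, mm10) had the highest ratio, with 1 UMI at low and 120 at high burden (log2 ratio 7.56, 5.05 to 12.9). These UMIs came from 9 of the 51 cells, and 42.5% of them from a single cell. The complement genes C1qa (5.51, 3.91 to 7.81) and C1qc (5.46, 3.54 to 8.54) followed, and C1qb, without a UMI at low burden, was at least 30.4-fold higher. Retnla had a log2 ratio of 5.02 (3.94 to 6.36), which was 3.22 without a cell that held 72.4% of its UMIs. The ratio was 4.14 for S100a4, 4.14 for Wfdc17, 4.03 for Ifi27l2a, 3.87 for Spp1 and 3.76 for Lgals1. The top cell of each gene held 53.6% of the Wfdc17, 48.2% of the C1qc, 44.8% of the C1qa and 34.9% of the Ifi27l2a UMIs. The top cells of C1qa, C1qb, C1qc, Wfdc17, Spp1 and Lgals1 had the same total, 9060 UMIs, and are likely the same cell. Those of Ly6i and Retnla, both with 15423 UMIs, are likely another. Several of these genes also rose in unrelated classes. The median ratio over lymphocyte-like, endothelial-like, stromal-like, dendritic-like and monocyte or macrophage-like cells was 3.69 for Spp1, 3.36 for C1qb, 2.77 for C1qa and 2.09 for Lgals1. It was 0.72 for Ifi27l2a and 1.38 for Retnla. A ratio cannot show a like rise in CPM where the starting level is high. Ifi27l2a rose from 25.8 to 421 CPM in AT2-like cells and from 492 to 813 CPM in lymphocyte-like cells. Retnla rose by 356 CPM in AT2-like cells and by at most 52.0 CPM in lymphocyte-, endothelial-, stromal- and dendritic-like cells.

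The lowest ratios in AT2-like cells belonged to Ccl21a, mt-Atp8, Ear2, Vpreb3, Chil3, Anpep, Gm10073, Gm8186, Insig1 and mt-Nd4l. Ccl21a fell from 105 to 3 UMIs (−4.48, −6.78 to −2.89), and by a median of −3.37 in the unrelated classes. Chil3 (−2.21) reversed to 2.29 when expected free RNA was subtracted, and to 1.94 with both totals kept, but was −1.43 at the lower contamination shares that abundant genes allow. Insig1 (ENSMUSG00000045294, chromosome 5, 28071363 to 28078662, mm10), a gene of sterol regulation, fell from 68 to 14 UMIs (−1.63, −2.57 to −0.79), while its median ratio in unrelated classes was 0.14. Its ratio was −0.71 in cells taken by a gate on AT2 markers. Anpep fell from 44 to 7 UMIs (−2.0, −3.40 to −0.84) against −0.98 elsewhere, and Vpreb3 from 49 to 6 (−2.38) against a median of −1.51 in those unrelated classes that had enough UMIs. The 5 remaining genes are uncertain as single genes, since mt-Atp8 and mt-Nd4l overlap mt-Atp6 and mt-Nd4, Gm10073 and Gm8186 are copies of other genes, and Ear2 has near-identical relatives.

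Gene lists asked whether AT2-like cells shifted away from surfactant production and toward repair. The surfactant genes summed to 278230 CPM at low and 250974 CPM at high burden, and their median log2 ratio was −0.14 (−0.16 to −0.12), at percentile 9.92 of matched random lists. Their median in the unrelated classes was lower, at −0.46. Sftpa1, Sftpb and Sftpc were lower, and Sftpd was higher, at 4974 against 3297 CPM. Subtraction of expected free RNA gave 0.22, but its rescaling alone raised every gene by 0.35, and with both totals kept, an alternative chosen after the data had been seen, it gave −0.13. The 11 genes of the lamellar body and lipid list had a median of −0.21 (−0.37 to −0.12) at percentile 0.74, against −0.048 in the unrelated classes, and the same subtraction gave 0.087, or −0.26 with both totals kept. The damage-associated list, genes of a transitional AT2 state, had a median of 0.82 (0.43 to 1.03) at percentile 99.97, with 7 of 8 genes higher, against a median of 0.46 in the unrelated classes. Among the genes that were higher, Krt18 (0.040, −0.41 to 0.48) and Krt19 (0.43, −0.24 to 1.10) had intervals that covered 0. Targets of the transcription factor CREB had a median of −0.29 (−0.47 to 0.062, percentile 5.36) and the dissociation list of −0.076 (−0.20 to 0.069, percentile 2.67). The value of the CREB list ran from −1.27 to 0.24 over the alternatives. Neither change was detectable at this depth, and in the unrelated classes the medians of these lists were −0.30 and −0.15. Of the 7 CREB genes past the filter, Fos, Fosb, Junb, Egr1, Nr4a1 and Dusp1 are also on the dissociation list. The remaining one, Areg, is on the damage-associated list. The CREB list therefore cannot be read apart from dissociation. It was drawn up from general knowledge and is not the CREB knockdown signature that the study used. The 18 proliferation genes together stood at 119 CPM at low and 489 CPM at high burden, too few UMIs for any of them to pass the filter. Free RNA would bring 27.2 and 655 CPM at the contamination shares first estimated, and 13.5 and 295 CPM at the lower shares.

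To compare the size of the shift between epithelial types, 8 cells per library and 3000 UMIs per cell were drawn for each. The median absolute log2 ratio between libraries was 0.34 in AT2-like cells (0.25 to 0.49 over draws), 0.34 in AT1-like, 0.38 in club-like and 0.30 in ciliated-like cells. Between sets of low-burden cells alone it was 0.25, 0.28, 0.44 and 0.27. AT2-like cells had the highest ratio of these measures, 1.38, against 1.21, 0.868 and 1.12. The ranges over draws overlapped, but they give the spread of draws from the same cells, not an error of a difference between classes. No order of the classes can therefore be drawn from them. In the clustering of the epithelium, AT2-like cells split by library. The AT1-like (39 low-burden and 10 high-burden cells), ciliated-like (56 and 11) and club-like (18 and 22) clusters, with fewer cells, held both libraries. A median-of-ratios scaling would shift club-like ratios by 0.21 and ciliated-like ratios by −0.15. The club-like value was moved most, to 0.73 over a median of 27.5 genes, when genes abundant in metastatic-like or monocyte or macrophage-like cells were left out. The value between sets of low-burden club-like cells was then 0.75, a ratio of 0.976.

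The study inhibited PDE4, which prompted a comparison of its 4 genes in AT2-like cells. Pde4a (ENSMUSG00000032177, chromosome 9, 21165714 to 21213248, mm10) had 4 UMIs at low and 5 at high burden (log2 ratio 0.97, −1.24 to 3.31). Pde4b had 10 and 7 UMIs (0.14, −1.49 to 1.68), Pde4c 3 and 1 (−0.93, −6.65 to 2.70) and Pde4d 16 and 6 (−0.76, −2.41 to 0.66). None of these differences was detectable at this depth. The ratio of Pde4a was moved most, to 1.98, when cells with a PYMT UMI were left out. The level of Pde4b in AT2-like cells, 16.1 and 17.7 CPM, lay within counting error of the 11.1 and 11.8 CPM expected from free RNA at the shares first estimated, and above the 5.52 and 5.31 CPM expected at the lower shares.

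**Figure D3:**
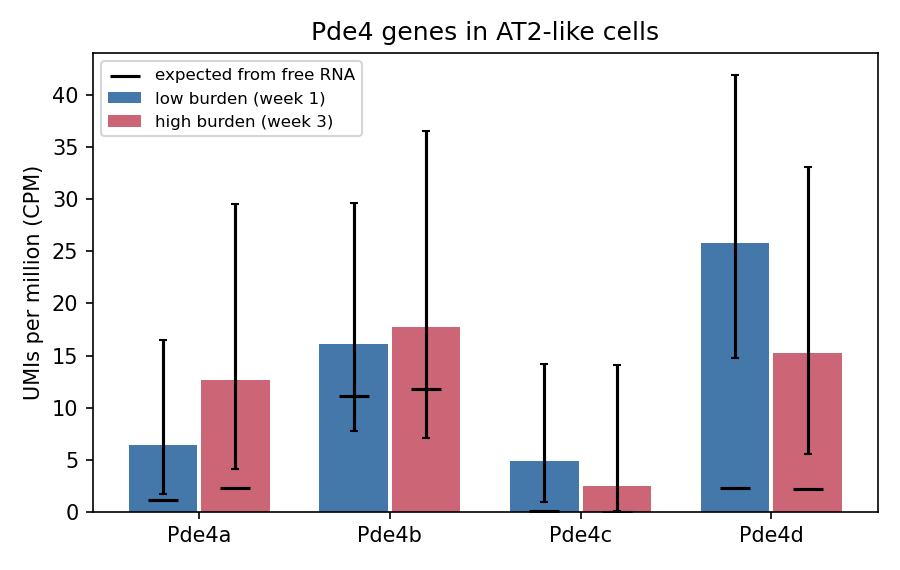
Level of the 4 Pde4 genes (CPM) in AT2-like cells of the low-burden (blue) and high-burden (red) library, with exact 95% Poisson intervals and, as black dashes, the level expected from free RNA at the shares first estimated. The intervals of both libraries overlap for each gene, and the highest count behind a bar is 16 UMIs.

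Genes whose products the study stained or arrayed as signs of wound repair were examined in the class concerned. Arg1 in monocyte or macrophage-like cells had 0 UMIs at low and 871 UMIs at high burden, at least 21.8-fold higher, in 15.6% of the high-burden cells of this class, whose median depth was 10263 UMIs. It had 0 UMIs in the 84 high-burden lymphocyte-like cells, which allows a share of up to 3.57% at a median depth of 6517.5 UMIs. Nos2 in monocyte or macrophage-like cells had 0 and 9 UMIs, too few for a fold. S100a4 in stromal-like cells rose by 2.62 on the log2 scale (2.38 to 2.86), while its ratio in lymphocyte-, endothelial-, dendritic- and monocyte or macrophage-like cells ran from −1.22 to 4.36. Mki67 in AT2-like cells had 2 UMIs at low and 7 at high burden (2.46, 0.065 to 5.76). Its ratio was also above 0 in lymphocyte- (0.98), dendritic- (1.55), endothelial- (5.08), monocyte or macrophage- (5.49) and stromal-like cells (7.14), with 1 UMI at low burden in each of the last 3. Its level of 17.7 CPM (7.13 to 36.5) at high burden compares with 14.7 CPM expected from free RNA at the share first estimated and 6.61 CPM at the lower share. Over cells not named metastatic-like, Acta2 had a log2 ratio of −2.47, Col1a1 of −1.05 and Col3a1 of −0.90, alongside the lower share of stromal-like cells. S100a9 over all cells had a ratio of 0.20 (0.11 to 0.29). By class it was higher in AT2-like (0.89), stromal-like (1.68) and dendritic-like cells (2.29), and lower in monocyte or macrophage-like cells (−0.95, −1.18 to −0.72). Its difference was not detectable at this depth in lymphocyte-like (0.40, −0.17 to 0.97) and endothelial-like cells (0.084, −0.39 to 0.54). At high burden, S100a9 stood at 83.6 CPM in AT2-like, 77.2 in lymphocyte-like, 74.1 in endothelial-like and 76.6 in metastatic-like cells. Free RNA therefore stays open for the AT2-like ratio. Since no neutrophil-like class was named, the S100a9 ratios by class need not be changes within the cells of that class. Cxcl12 over all cells had a ratio of −2.72 (−2.80 to −2.63) and Ccl5 one of −2.30 (−2.35 to −2.25). Leaving out metastatic-like cells, an alternative chosen after the data had been seen, gave 0.73 for S100a9, −1.50 for Cxcl12 and −1.56 for Ccl5. In endothelial-like cells, Cxcl12 was higher at high burden, at 731 against 566 CPM. It was lower in stromal-like cells, at 120.0 against 247 CPM (−1.04, −1.40 to −0.70), and in monocyte or macrophage-like cells (−1.49). The lymphocyte-like class held 187 T or natural killer and 54 B cells by cluster at low burden, and 35 and 49 at high burden. In this class Ccl5 was lower, at 1432 against 4618 CPM, a ratio that compares different mixes of cells as well as burdens. Ccl5 was also lower in AT2-like (−1.13), monocyte or macrophage-like (−0.71) and dendritic-like cells (−0.60). Its difference in stromal-like cells was not detectable at this depth (−0.41, −0.91 to 0.055), and it was higher in endothelial-like cells (0.51).

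In the other classes the highest ratios included genes abundant in metastatic-like cells. Lymphocyte-like cells had the highest ratios for Lcn2 (7.31, from 1 and 100 UMIs, 4.80 to 12.6), Saa3 (4.84, 3.21 to 7.16) and Spp1 (3.69), and the lowest for Ncr1, Gzma and Klrb1c, markers of natural killer cells that help to name the class. The T or natural killer cluster of this class held 187 low-burden and 35 high-burden cells, and its B cluster 54 and 49. These lowest ratios may therefore reflect that change of mix. Endothelial-like cells had the highest ratios for PYMT (at least 62.7-fold higher), Birc5 (5.68) and C1qb (4.67). There the lowest were the class marker Ccl21a, Ear1 and A930015D03Rik, an antisense transcript whose reads may belong to its partner. Stromal-like cells had Ube2c (8.16, from 2 and 130 UMIs, 6.28 to 11.2), Tk1 (7.90, 5.36 to 13.2) and Ccna2 (7.05, 5.13 to 10.1), genes of the cell cycle, as the highest. A single cell held 43.1% of the Ube2c UMIs, which came from 20 of 73 cells. Flcn (−3.81, from 62 and 1 UMIs, −9.14 to −1.28), Ear1 (at least 13.1-fold lower) and Ccl21a (−3.59) were the lowest. Dendritic-like cells had Cxcl9 (7.0, 4.50 to 12.3), Saa3 (5.95, 3.43 to 11.3) and Lcn2 (5.81, 3.93 to 8.88) as the highest, and Hbb-bt, Ccl21a and Hba-a1 as the lowest, of which the globin genes have near-identical copies. A median-of-ratios scaling would shift dendritic-like ratios by 0.11. Monocyte or macrophage-like cells had Ube2c (6.94, 4.46 to 12.2), Cxcl9 (at least 60.2-fold higher) and Lcn2 (5.77, 3.91 to 8.81) as the highest, and Mmp9 (−6.60), Adgre4 (−5.05) and Ear1 (−5.00) as the lowest. Monocyte or macrophage-like cells and dendritic-like cells drew mostly on different clusters in each library. The ratios of both classes therefore compare sets of clusters as well as burdens.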

Values the study reported

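The study reported 5,765 cells after aggregation of its libraries, 3,121 from the high-burden lung and 2,644 from the low-burden lung. After filtering, 5,504 cells remained, with a mean of 11,764 UMIs and a median of 2,487 genes per cell. The cells were divided into 26 clusters, of which 8 groups of common cell types were described. A dissociation signature above 7.5% was found in 65 of 5,504 cells. By cytokine array on whole lung lysates, lower levels at high burden were reported for Cxcl12 (P = 0.022) and Ccl5 (P = 0.039).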

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

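All tests in this part were chosen after the result was seen. The cells removed for having too few genes carried a signal that no comparison above uses. In the 159 low-burden cells below the gene minimum, Cd3d, a gene of the T cell receptor complex, stood at 354 CPM (305 to 410, from 183 UMIs), against 48.0 CPM in the kept cells of that library.

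Free RNA would give these cells the Cd3d level of the library at large, and the level was 7.38-fold that of the kept cells. A candidate explanation that stays open is that lymphocytes, which hold few genes, were removed by the filter. Of 21 markers of T, natural killer and B cells, 10 were above their level in kept cells beyond the counting interval and 3 were below it. Those above were Nkg7 and the T cell markers Cd3d, Cd3e, Cd3g, Il7r, Ms4a4b, Cd8a, Cd8b1, Cd4 and Lck. Those below were Gzma, Ncr1 and Ebf1, and no B cell marker was above. Haemoglobin in these cells lowers the CPM of every other gene, so a marker that was not above, or was below, cannot be read as absent. The signal is thus shown for T cells and stays open for other lymphocytes. Cd3d was seen in 76 of the 159 cells, at a median depth of 2630 UMIs. The removed cells were not of 1 kind, since haemoglobin made up 42.6% of their UMIs. In 57 cells it took most of the UMIs, and 1 of these had Cd3d. With a minimum of 500 genes the lymphocyte-like share at low burden was 12.1%. No biological explanation was tested, since the high-burden library had 7 such cells.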

How the results depend on the processing

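The tests chosen only after the data had been seen were the subtraction of the lowest level among 5 unrelated classes, the subtraction of expected free RNA with both totals kept, the same at lower shares, and the exclusion of metastatic-like cells for S100a9, Cxcl12 and Ccl5. Over all alternatives, values that answer a comparison stayed within their counting interval 281 times, left it 73 times and, where that interval excluded 0, changed sign 2 times. For single named genes these counts were 348, 47 and 2. The CREB list, the dissociation list and Pde4b, whose intervals covered 0, also crossed 0 under some alternatives and are counted under the first 2 outcomes. Except where a reason is given, the cause was not tested. No paired analysis was possible because each group has 1 mouse.

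Class shares moved with the cell filter and the clustering. With at least 500 genes per cell, lymphocyte-like shares were 12.1% at low and 3.62% at high burden. With a mitochondrial share of up to 20%, the endothelial-like share at high burden was 7.43%. Both filters gave a surfactant median of −0.11. At resolution 0.5, the low-burden shares were 8.25% for monocyte or macrophage-like, 6.55% for dendritic-like, 7.56% for lymphocyte-like and 6.07% for epithelial cells. The high-burden shares were 11.0% for dendritic-like, 2.19% for lymphocyte-like, 7.38% for endothelial-like and 3.81% for epithelial cells. AT1-like cells were then 26.0% and 16.4% of the epithelium, and AT2-like cells 73.3% and 83.6%. With 30 components, dendritic-like shares were 3.40% and 5.43%, and the high-burden shares were 3.53% for lymphocyte-like, 7.19% for endothelial-like and 4.92% for epithelial cells. AT2-like cells were then 53.8% and 71.8% of the epithelium. With doublets called by Scrublet removed, epithelial shares were 8.17% and 4.47%, and AT2-like shares 54.8% and 69.4%. AT2-like cells numbered 110 and 51 at resolution 0.5, 113 and 56 with 30 components and 109 and 50 without doublets, against 110 and 51, so these shares rose mainly through a smaller count of epithelial cells. With the surfactant genes and PYMT used for clustering, the dendritic-like share at high burden was 9.81%. At resolution 2, all 34 values that answer a comparison stayed within their intervals.

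Metastatic-like cells counted by PYMT and Ccnd1 were 55.8% of high-burden cells, and 11.6% after thinning, which lowers the chance of seeing both genes. At 2000 UMIs per cell the median genes per cell were 1039 and 979, as fewer UMIs show fewer genes.

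Median-of-ratios scaling gave −0.23 for the surfactant median, −2.38 for Acta2, −0.95 for Col1a1 and −0.80 for Col3a1, through 1 factor common to all genes of a sum. The mean over cells gave −0.084 for surfactant, −0.49 for lamellar body genes, 0.48 for the median absolute ratio over all cells, −1.37 for Col1a1, −1.23 for Col3a1, −1.93 for Cxcl12 and −2.19 for Ccl5. The gate on AT2 markers gave 0.38 for the median absolute ratio of AT2-like cells, −0.45 for surfactant, −0.40 for lamellar body genes and 0.091 for the dissociation list. Without AT2-like cells that had a PYMT UMI, surfactant was −0.035, lamellar body genes −0.46 and dissociation −0.25. Without the filter on low counts, the median absolute ratio was 0.65 and the CREB list 0.19.

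Subtracting the expected level of free RNA gave 0.22 for surfactant, 0.087 for lamellar body genes and 2.29 for Chil3, with signs reversed. Its rescaling adds 0.35 to every ratio, which by construction accounts for the first 2 of these. With both totals kept, surfactant was −0.13 and lamellar body genes −0.26, while Chil3 was still reversed at 1.94. That variant gave 0.48 for the median absolute ratio of AT2-like cells, −1.27 for the CREB list and −1.07 for dissociation. With rescaling these were 0.37, −0.91 and −0.72. All of these rest on contamination shares that abundant genes in AT2-like cells show to be too high. At the lower shares that those genes allow, with both totals kept, these 3 values were 0.31, −0.59 and −0.39, surfactant was −0.14, lamellar body genes −0.23, and Chil3, at −1.43, was not reversed. S100a4 was then 0.39, Spp1 1.11 and Lgals1 2.63, all 3 being among the abundant genes that bound those shares. Subtracting the lowest unrelated level, which rescales by 0.11, gave −0.023 for surfactant, −0.11 for lamellar body genes, 0.56 for the median absolute ratio, and, with the sign changed, 0.24 for CREB and 0.70 for dissociation. Leaving out metastatic-like cells gave 0.43 for the median absolute ratio over all cells, over fewer genes, 0.73 for S100a9, −1.50 for Cxcl12 and −1.56 for Ccl5. The shift of club-like cells was 0.73 without abundant metastatic-like and macrophage genes, beside 0.75 between sets of low-burden cells, and that of ciliated-like cells 0.38 with at least 20 UMIs per gene.

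Some alternatives gave no value. No cluster of the epithelium was named club-like at resolution 0.5, with 30 components or without called doublets, or ciliated-like at resolution 0.5. Subtraction left no ratio for genes at or below the subtracted level, and Pde4c had none without cells that had a PYMT UMI. The damage-associated list stayed within its interval under the alternatives run for it. Depth limits the Pde4 genes and Mki67 in AT2-like cells, each of which rests on at most 16 UMIs per library.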

Other observations

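Of the tests in this part, the comparison of the Pde4 genes with free RNA was chosen before its result was seen, and the others, including that of Pde4b alone and the comparison at lower shares, were chosen after. The biological difference that the design names, burden together with week, stays open and untested in each paragraph, since 1 mouse stands for each group.

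Genes at least 2-fold higher in AT2-like cells at high burden may owe much of their rise to RNA free in the droplets. If free RNA were the whole cause, lymphocyte-, endothelial-, stromal- and dendritic-like cells would show the same rise in CPM. The largest rise among them matched 63.2% (61.7 to 65.7) of the summed rise of these genes. For the 10 genes named as highest it matched 76.9% (73.1 to 81.1), and for the damage-associated list 72.0% (60.2 to 82.9). The tables thus argue against free RNA as the whole cause, while free RNA as a large part of it stays open. Single cells may carry part of it as well. A single cell held 72.4% of the Retnla UMIs, and the log2 ratio without it was 3.22 (2.05 to 4.63). For Ly6i, the top cell held 42.5%, and the ratio without it was 6.82 (4.29 to 12.1). The top cell of each gene held 53.6% of the Wfdc17, 48.2% of the C1qc, 44.8% of the C1qa and 34.9% of the Ifi27l2a UMIs, and the ratios without it were 3.06, 4.54 (2.56 to 7.65), 4.68 (3.05 to 7.01) and 3.46. For other genes it was 32.8% of the C1qb, 23.7% of the Spp1, 12.9% of the S100a4 and 5.66% of the Lgals1 UMIs. By their equal totals of 9060 UMIs, the top cells of C1qa, C1qb, C1qc, Wfdc17, Spp1 and Lgals1 are likely the same cell. The top cells of Ly6i and Retnla, both with 15423 UMIs, are likely another.

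The damage-associated list was also tested against metastatic-like cells, or their RNA, in the AT2-like class. From the Cdkn2a level of the class, such cells would bring 204 CPM of these 8 genes, with an upper limit of 318 CPM, whereas the list rose by 526 CPM. Metastatic-like cells alone thus fall short of the rise. Krt8, which rose by 68.6 CPM in AT2-like cells, stood at 2.28 CPM in metastatic-like cells. By gene, the largest rise among lymphocyte-, endothelial-, stromal- and dendritic-like cells exceeded the AT2-like rise of Krt18, Cdkn1a, Lgals3 and Tm4sf1. Free RNA as the whole cause therefore stays open for these genes. That largest rise stayed below the AT2-like rise of Krt8, Krt19 and Clu, while Areg was lower in AT2-like cells.

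Lcn2, chosen after its values were seen, rose in AT2-like cells from 213 to 1872 CPM (log2 ratio 3.14, 132 and 739 UMIs). Its rise was 10.7 times the largest rise among 5 unrelated classes, which argues against free RNA. The top cell held 25.7% of the UMIs, the gene was seen in 46 of 51 cells, and the ratio without that cell was 2.76. Mixing with metastatic-like cells would need a share of 106% of such cells, while Cdkn2a stood at 7.11% of its level there. A response of AT2-like cells to the burden or week may explain the rise, as a hypothesis from the same data.

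A list of 10 genes of class I antigen presentation, including B2m and H2-K1, was written after the ratios had been seen. Its median log2 ratio was 1.29 in AT2-like cells, and 10 of 10 genes were higher. The highest median among 5 unrelated classes was 0.31, in dendritic-like cells, which argues against a scaling shift of the whole library. The largest rise among lymphocyte-, endothelial-, stromal- and dendritic-like cells matched 28.8% (24.8 to 34.3) of the summed rise of 4542 CPM, which argues against free RNA as the whole cause for the list. By gene, the rise was matched in full for 4 of 10 genes, among them Psmb8 (329 CPM against 363) and Psmb9 (88.7 against 128), so free RNA stays open for these. It was not for B2m (1813 against 577) or H2-K1 (910 against 154). Without the deepest AT2-like cell the median was 0.94, and as a mean over cells it was 0.93. A higher level of some genes of this pathway, B2m and H2-K1 among them, in AT2-like cells at high burden may be considered as a hypothesis, with the small number of cells and the single mouse as its limits.

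Some of the lower genes may reflect, at least in part, how reads were assigned to genes in each library. The copies Gm10073 and Gm8186 were lower at high burden in each of 6 classes, and the interval over cells covered the ratio common to the classes in 11 of 12 comparisons. For mt-Atp8 and mt-Nd4l it covered the common ratio in 9 of 12 comparisons, and 2 of the 3 misses were in AT2-like cells, for whose low ratios these genes were named. A difference in assignment as the whole cause and a further fall in AT2-like cells therefore cannot be told apart. Such a difference as part of the cause stays open, since the counting interval lay below 0 in 12 of 12 comparisons. For the genes that overlap them, mt-Atp6 and mt-Nd4, it did so in 4 of 12. For the wider set of mitochondrial genes, a library-wide difference in cell quality was tested. The median mitochondrial share in AT2-like cells at high burden was 0.754 times that at low burden, but the ratio reached 1.28 in club-like cells, and the share was lower in 6 of 9 classes. The tables thus argue against a drop common to the whole library.

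The Pde4 genes were set against the free RNA expected in AT2-like cells. Of 8 levels, 4 genes in 2 libraries, 6 lay above the expectation beyond the counting interval, which argues against free RNA as the source of Pde4a and Pde4d. The counts are small, between 1 and 16 UMIs, and Pde4c, with 3 and 1, stays open. For Pde4b, an expectation of 11.8 CPM lay within the interval of the observed 17.7 CPM (7.13 to 36.5), while at the lower contamination share that abundant genes allow it was 5.31 CPM, below that interval. Its expression in AT2-like cells and free RNA therefore cannot be told apart with 7 UMIs, since the answer turns on the share and on free RNA having the profile of all cells.

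PYMT was near equal in all classes of the high-burden library that were measured. Its level in cells not named metastatic-like was 0.977 times that in metastatic-like cells, whereas for Cdkn2a this ratio was 0.159, which argues against free RNA from metastatic-like cells. A mouse sequence counted as PYMT in every cell would have given 856 UMIs in the low-burden library, and 0 were found. Neither tested explanation accounts for the even level, and its source stays open. Counts of metastatic cells that rest on PYMT carry this limit.

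Alveolar macrophage-like cells were nearly absent at high burden. Without the cell filter the log2 ratio of Ear2 was −6.43, against −6.49 in kept cells, which argues against the filter. At the Ear2 level of the low-burden class, such cells could hold at most 0.156% of high-burden UMIs, against 12.7% of low-burden UMIs. Cells of this type under another name are thus argued against as long as their Ear2 level did not change. A lower yield of these cells from the dissociated lung was not tested.

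Cell cycle genes were higher in stromal-like cells at high burden. From the Cdkn2a level of the class, metastatic-like cells or their RNA would bring 41.1 CPM of Ube2c, with an upper limit of 53.9 CPM, and 203 CPM (169 to 240) were observed. The UMIs came from 20 of 73 cells, and 43.1% of them from a single cell. Division of some stromal-like cells may explain this and stays a hypothesis that rests on few cells.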
